# Chronic circadian misalignment accelerates sarcopenia progression in mice

**DOI:** 10.3389/fphys.2025.1686942

**Published:** 2025-11-13

**Authors:** Takashi Seya, Nobuya Koike, Naoki Okubo, Yasuhiro Umemura, Yoshiki Tsuchiya, Kazuya Yabumoto, Yasuhiro Endo, Kanako Iinuma, Akiyo Kakibuchi, Akira Sugimoto, Kenji Takahashi, Seung-Hee Yoo, Zheng Chen, Kazuhiro Yagita

**Keywords:** circadian rhythm, circadian misalignment, sarcopenia, frailty, skeletal muscle, TWEAK/Fn14 signaling

## Abstract

**Introduction:**

In today’s 24/7 society, circadian misalignment caused by environmental and lifestyle factors is associated with various adverse health consequences. Understanding tissue-specific pathology is required to counter this growing public health challenge. A potential association of environmental circadian misalignment with sarcopenia, or accelerated loss of skeletal muscle strength and mass, is poorly documented.

**Methods:**

14-week-old wild-type C57BL/6J male mice were exposed to a chronic jet lag (CJL) paradigm consisting of an 8-h phase advance every 4 days (the ADV group) or a fixed light-dark cycle (the LD group) for 64 weeks. Grip strength was measured during the experiment, and hindlimb muscle weight was assessed after the 64-week CJL. In addition, transcriptomic and histological analysis of the hindlimb muscles were performed in all animals.

**Results:**

ADV mice exhibited significant reductions in grip strength and muscle weight relative to LD mice. Transcriptomic and histological analyses showed activation of TWEAK/Fn14 signaling and reduced myofiber cross-sectional area, hallmark features of sarcopenia, in the ADV group. Somewhat surprisingly, ADV mice showed increased centrally nucleated fibers, myosin heavy chain co-expressing fibers, and myogenic gene expression, suggesting that compensatory muscle regeneration and remodeling processes are activated but remain insufficient to counter muscle atrophy.

**Conclusion:**

These findings demonstrate that circadian misalignment is a potential risk factor for sarcopenia, underscoring circadian rhythms as a key regulator and actionable target for sarcopenia prevention.

## 1 Introduction

The circadian clock is our biological time-keeping machinery that orchestrates myriad physiological and behavioral processes over the 24-h daily cycle. The circadian system consists of a central clock, the hypothalamic suprachiasmatic nucleus (SCN), and peripheral clocks in various tissues throughout the body, including skeletal muscle (Bollinger and Schibler, 2014; Patke et al., 2020). In coordination with environmental cycles, the SCN synchronizes peripheral clocks to regulate tissue-specific and systemic circadian rhythms to maintain physiological homeostasis (Pilorz et al., 2018). Whereas different species have distinct intrinsic circadian period lengths, their alignment with environmental cycles is essential for maintaining physiological homeostasis and survival (Eastman et al., 2015; Eckel-Mahan and Sassone-Corsi, 2015). Conversely, studies in a variety of experimental organisms have reported that a misalignment between the intrinsic circadian period and the external cycle is associated with impaired growth and reduced lifespan (Highkin and Hanson, 1954; Hurd and Ralph, 1998; Ouyang et al., 1998; Pittendrigh and Minis, 1972; Takasu et al., 2015). Likewise, in our modern society, the prevalent 24/7 lifestyles perturb the harmony between endogenous oscillations and the natural light:dark cycles, disrupting intrinsic circadian physiological rhythms. Particularly, circadian misalignment in shift workers has been associated with aggravated risk for various diseases including diabetes, metabolic syndrome, cardiovascular disease, menstrual irregularities, infertility, mood disorders, and breast and prostate cancer (Boivin et al., 2021). Since shift workers constitute approximately 20% of the world’s workforce (Ward et al., 2019), the adverse health consequences of circadian misalignment represent a critical public health crisis. It is imperative to decipher the tissue-specific consequences toward the development of efficacious interventional strategies.

Skeletal muscles are essential for movement and posture (Frontera and Ochala, 2015). At the cellular level, myofibrils within multinucleated muscle fibers contract to perform locomotor functions (Sweeney and Hammers, 2018). When myofibers are damaged by overloading, such as during resistance exercise, satellite cells surrounding the myofiber are activated and undergo myoblast proliferation and differentiation. These myoblasts then fuse with myotubes and mature into fast or slow muscle fibers, thereby maintaining skeletal muscle mass and strength (Chargé and Rudnicki, 2004). However, an imbalance between the degenerative and regenerative processes in the skeletal muscle can reduce its weight and function (Blau et al., 2015; Muñoz-Cánoves et al., 2020; Thorley et al., 2015). Aging is known to be accompanied by a progressive decline in skeletal muscle mass, strength, and function, referred to as sarcopenia (Cruz-Jentoft and Sayer, 2019). Sarcopenia is a major public health problem because it increases the risk of fractures and frailty in the elderly, leading to compromised quality of life and increased mortality (Wilson et al., 2017; Xu et al., 2021; Zhang et al., 2018). The pathophysiology of sarcopenia, however, remains incompletely understood due to its multifactorial complexity and interrelated causes, such as reduced physical activity and inadequate nutritional intake.

The circadian clock is known to play an important role in skeletal muscle physiology. While circadian functions deteriorate over aging, whether circadian dysfunction accelerates the progression of sarcopenia is unknown (Choi et al., 2019; Harfmann et al., 2015). It has been reported that the genetic disruption of core clock genes, including ablation of *Bmal1*, leads to sarcopenia like phenotypes in mice. Specifically, global *Bmal1* knockout mice exhibit severe systemic abnormalities with marked reductions in skeletal muscle mass and strength (Andrews et al., 2010; Kondratov et al., 2006). In addition, muscle-specific *Bmal1* knockout mice show reductions in muscle mass and function (Fernández-Martínez et al., 2024), suggesting that both systemic and muscle intrinsic circadian disruptions can contribute to sarcopenia like changes. However, these genetic models may not adequately recapitulate human pathophysiology of sarcopenia, given the various confounding factors including lifestyle, activity level, and dietary habits (Choi et al., 2019; Palmese et al., 2025). Therefore, it is necessary to establish an experimental animal model that captures key etiological processes relevant to human disease and aging. Previously, we established a long-term circadian misalignment cohort model using wild-type C57BL/6 mice subjected to a chronic jet-lag (CJL) paradigm mimicking shift work. We discovered that chronic circadian misalignment, specifically the phase advance condition (ADV) described herein, exacerbates immune senescence, chronic inflammation, mortality, and non-alcoholic steatohepatitis of the liver (Inokawa et al., 2020; Koike et al., 2024).

Recognizing the paucity of evidence linking environmental circadian disruption to skeletal muscle loss in mice and humans, we leveraged the chronic circadian misalignment model over the prolonged experimental duration to investigate the relationship between circadian misalignment and sarcopenia. Wild-type C57BL/6J mice were exposed to the CJL of 8-h phase advance every 4 days (the ADV condition) for 64 weeks or the fixed light-dark cycle (the LD condition). The results showed that the ADV group displayed significantly lower grip strength and normalized muscle weight than the 12-week-old young mice and the LD control group, indicating that chronic circadian misalignment accelerated the progression of sarcopenia with reduced muscle weight and strength. Transcriptome and histological analysis under the CJL condition revealed activation of the TWEAK/Fn14 signaling pathway and reduced myofiber cross-sectional area (CSA), suggesting that this mouse model recapitulates the pathophysiology of sarcopenia. Furthermore, we observed enhancing expression of myogenic regulators and an increase in centrally nucleated fibers and myosin heavy chain (MHC) co-expressing fibers in ADV mice, suggesting that a compensatory muscle regeneration under the circadian misalignment condition was insufficient to prevent muscle atrophy. These results suggest a close link between circadian misalignment and the pathogenesis of sarcopenia, and provide evidence that circadian rhythms represent an interventional target for sarcopenia.

## 2 Materials and methods

### 2.1 Mice

Male C57BL/6JJcl mice (10 weeks old) were purchased from CLEA Japan, Inc. (Tokyo, Japan). Mice were randomly assigned to LD and ADV groups (n = 16) and housed in individual cages. The group was housed (170 × 350 × 145 mm) with a 120-mm diameter running wheel (SANKO, Osaka, Japan). All mice were kept in light-shielded mouse housing boxes at the room temperature of 25.0 °C ± 1.5 °C with food and water available *ad libitum*, as described previously (Koike et al., 2024). The mice were entrained to a 12:12-h light-dark cycle with an 8:00–20:00 light period for 2 weeks, followed by 2 weeks in the constant darkness (DD). After DD exposure, mice were returned to the normal light condition (8:00–20:00) followed by the same LD condition (light–dark condition with an 8:00–20:00 light period) or the ADV condition (8-h phase advance once every 4 days) for 64 weeks. Body weight of each mouse was measured once every 2 weeks during these CJL conditions, and relative body weight was calculated by comparing each mouse’s weight at the time of purchase (10 weeks old). Food intake was measured by providing a pre-weighted food pellet (CRF-1; Oriental Yeast Co., Ltd., Tokyo, Japan) in the top hopper of each home and weighing the remaining food once every 2 weeks. Criteria for humane endpoints established at the beginning of the study included: exhibiting gait abnormalities or showing weight below 20% of what is expected for the animal. Two mice in the LD group were excluded from analysis, as one exhibited gait abnormalities due to injuries was euthanized (4% isoflurane inhalation followed by cervical dislocation), and the other was found dead. Tissue sampling from LD (n = 14), ADV (n = 16) mice was performed from 9:30 to 17:30 after 64 weeks under the CJL paradigm, when ADV mice were in the same light-dark cycle as LD mice with an 8:00–20:00 light period. Young mice were evaluated separately as a control group. At 10 weeks of age, the mice (n = 30) entrained to the same 12:12-h light-dark cycle protocol as the experimental groups for 2 weeks. The sample size for the young group was calculated based on grip strength data from the LD and ADV groups using a power analysis (α = 0.05, power = 0.8). After this entrainment period, body weight, food intake, and grip strength were measured. For tissue collection, mice were anesthetized with 4% isoflurane inhalation and blood was collected from the heart. Then the mice were decapitated, and the gastrocnemius, soleus, and tibialis anterior muscles were collected. The muscle weights were measured using an electronic analytical balance (ER-180A, A&D Company, Tokyo, Japan). The plantaris muscle shares a similar fiber type composition with the gastrocnemius, making it difficult to separate the two. Therefore, it was collected together as a part of gastrocnemius muscle (Adamovich et al., 2021). Muscle weights were determined as the average of both legs and normalized to body weight at the time of sampling (Shang et al., 2020). After weighing, for RNA-seq analysis, the gastrocnemius muscle was incubated with RNAlater (Thermo Fisher Scientific) for several hours according to the manufacturer’s instructions and snap-frozen in liquid nitrogen. For histological analysis, the soleus muscle was fixed in 10% neutral buffered formalin. All experiments were approved by the Experimental Animals Committee, Kyoto Prefectural University of Medicine (approval No. M2022-194-1, M2023-191, M2024-180-1), and were performed in accordance with the institutional guidelines and Guidelines for Proper Conduct of Animal Experiments by the Science Council of Japan.

### 2.2 Behavioral analysis

The behavioral analysis of the mice exposed to the CJL conditions was performed as described in our previous reports (Inokawa et al., 2020; Koike et al., 2024). The wheel-running frequency was measured by counting the number of signals from a magnet sensor (59070-010, Littelfuse Inc., Chicago, IL, United States). Clocklab software (Actimetrics, Wilmette, IL, United States) was used to analyze the behavioral activity in wheel revolutions per 1-min bin collected using CompACT AMS (Muromachi Kikai Co. Ltd., Tokyo, Japan) and ClockLab data collection (Actimetrics, Wilmette, IL, US). The mean activities every 4 weeks were calculated using the daily activities. Relative activity was calculated based on activity levels during the 3 weeks prior to the start of the CJL condition (Koike et al., 2024). Chi-square periodogram analysis was carried out in R using the Rethomics package on 14-day activity segments (Geissmann et al., 2019).

### 2.3 Four-limb grip strength test

The four-limb grip strength test was performed with the timing of light conditions aligned between the LD and ADV groups, using a digital force meter (GPM-101B; Melquest, Toyama, Japan). Mice gripped a metal net with all four limbs, and their tails were gently pulled backward in a horizontal direction. The maximum grip force exerted when the mice released the net was recorded as the grip strength. Each mouse underwent the test three times, and the average of the three measurements was recorded as the final grip strength (Shang et al., 2020).

### 2.4 Histological analysis

The gastrocnemius and soleus muscles were fixed in 10% neutral buffered formalin at room temperature for 2 days. Haematoxylin and eosin (HE) staining and immunohistochemical staining were performed by KAC Co., Ltd. (Kyoto, Japan). To identify MHC co-expressing fibers, immunohistochemical staining for fast and slow MHC was performed on serial sections, and corresponding fibers were identified by positional matching across adjacent sections. Monoclonal anti-fast MHC antibody (M4276, Sigma-Aldrich) and anti-slow MHC antibody (ab234431, Abcam) were used, respectively. Images of all muscle fibers were obtained with a BZ-X710 microscope (Keyence, Osaka, Japan). The CSA of the gastrocnemius and soleus muscles was calculated from the entire HE-stained sections using the BZ-X700 Analyzer (Keyence, Osaka, Japan). In the gastrocnemius muscle, fiber size distribution and mean CSA were quantified by measuring at least 100 fibers from HE-stained sections (Wang et al., 2018). Centrally nucleated fibers were defined as fibers with nuclei not in contact with the sarcolemma (Kay et al., 2022), and their number was normalized to muscle CSA. In the soleus muscle, the number of MHC co-expressing fibers was determined from immunohistochemically stained sections. For each sample, the average of three sections was used for quantification, and values were normalized to muscle CSA. Centrally nucleated fibers were also counted on the same immunostained sections.

### 2.5 RNA-seq

Frozen gastrocnemius muscle was homogenized twice for 30 s in TRIzol reagent (Thermo Fischer Scientific) with 5-mm- and 3-mm-diameter stainless beads using a desktop bead Crusher Shakeman 6 (Bio Medical Science Inc., Tokyo, Japan) at 3,500 rpm. Poly (A)-enriched stranded RNA sequencing was carried out by the NGS core facility at the Research Institute for Microbial Diseases of Osaka University on Illumina NovaSeq X with 101-bp paired-end reads. After adaptor sequences were trimmed using Trimmomatic, the sequence reads were mapped to the mouse genome (GRCm39/mm39) using STAR as described previously (Bolger et al., 2014; Dobin et al., 2013; Koike et al., 2024). To obtain reliable alignments, the reads with a mapping quality of less than 10 were removed by SAM tools (Li et al., 2009). The University of California, Santa Cruz (UCSC) known canonical gene set (57,186) were used for annotation, and the reads mapped to the exons were quantified using analyzeRNA.pl script in the Homer software with an option of–rpkm or -noadj for FPKM or raw read counts, respectively (Heinz et al., 2010). Since the Homer treat each half of the read separately and count each as 0.5 reads for paired-end reads, the raw read counts were rounded to the nearest integer before transforming rlog using DESeq2 (Love et al., 2014). To report one isoform per locus (gene symbol), the longest expressed isoform was chosen. We assumed that a gene was expressed if there were more than 20 reads mapped on average in the exons of the gene. The expression level cutoff, average FPKM >0.5, was used for the downstream data analysis. Differentially expressed genes in the RNA-seq data were determined using DESeq2 with thresholds of false discovery rate (FDR) < 0.05 and fold change >1.3. Gene ontology enrichment analysis of differentially gene expressed genes and gene set enrichment analysis was carried out using clusterprofiler in R language (Yu et al., 2012) with a threshold of false discovery rate (FDR) < 0.05. The enriched GO terms with less than 5 gene counts were excluded.

### 2.6 Statistical analysis

Data are presented as mean ± SD. Statistical analysis was performed by the statistical methods stated in each legend using GraphPad Prism version 10.0 or R software. The significance level was set at p < 0.05 unless otherwise noted.

## 3 Results

### 3.1 Circadian misalignment accelerates the progression of sarcopenia

Wild-type C57BL/6J male mice were exposed to either the normal LD cycles or the previously established circadian misalignment paradigm, the aforementioned ADV conditions (Inokawa et al., 2020). Given that mice aged 18 months or older are commonly used as a natural aging model exhibiting early features of age-related sarcopenia, including reduced grip strength and muscle weight, we subjected 14-week-old mice to 64 weeks under the LD and ADV conditions, when all mice reached approximately 18 months of age (Shang et al., 2020; Xie et al., 2021). Before the initiation of the CJL paradigm, all mice were first entrained to a 12-h/12-h LD cycle for 2 weeks, followed by 2 weeks in constant darkness (DD) to measure baseline free-running activities (Figure 1A). In the ADV group, the circadian period progressively diverged from their intrinsic circadian rhythm with age, indicating that ADV mice underwent chronic circadian misalignment (Supplementary Figure 1). To assess whether these mice developed age-related sarcopenia based on human clinical criteria (e.g., reduced muscle mass and strength compared to younger populations) (Cruz-Jentoft et al., 2019), we evaluated grip strength and muscle weight normalized to body weight relative to young 12-week-old mice. Longitudinal assessments revealed that, after 53-week CJL treatment, ADV mice were impaired in grip strength compared to LD mice (Figure 1B). Furthermore, ADV mice exhibited significant decreases in not only grip strength, but also the normalized weights of soleus, gastrocnemius, and tibialis anterior muscles relative to both young mice and LD mice (Figures 1B,C). On the other hand, LD mice showed significant reductions in the normalized weights of gastrocnemius and tibialis anterior muscles, whereas grip strength and the normalized weight of soleus muscle were not significantly reduced compared to young mice (Figures 1B,C). ADV mice also showed increased body weight and reduced activity levels compared with LD mice, without an increase in food intake (Supplementary Figure 2), consistent with a previous report (Koike et al., 2024). These experiments using the CJL model reveal that environmental circadian misalignment accelerates the progression of sarcopenia.

**FIGURE 1:**
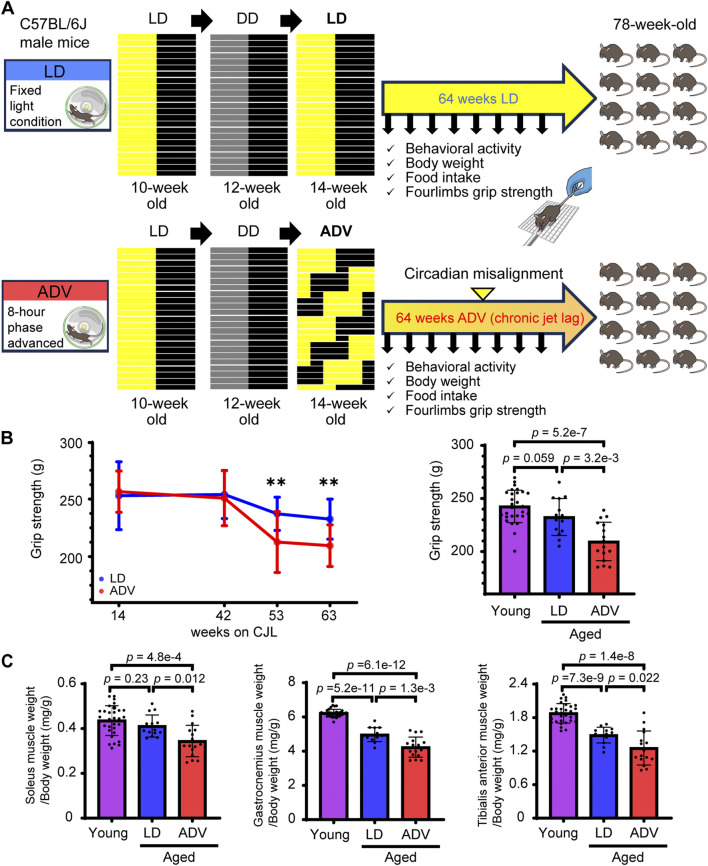
Circadian misalignment accelerates the progression of sarcopenia. **(A)** Schematic illustration of the experimental design. **(B)** Longitudinal changes in grip strength in LD and ADV groups. The grip strength was measured in young mice (12 weeks old) and in aged mice after 63 weeks on CJL. **(C)** The muscle weights normalized to body weight of soleus, gastrocnemius, and tibialis anterior muscles were measured in young mice (12 weeks old) and in aged mice after 64 weeks on CJL. Each circle represents the data from one animal. Bar plots shown are mean ± SD (Young, n = 30; LD, n = 14; ADV, n = 16). The significance was determined using two-sided Wilcoxon rank-sum test corrected by Benjamini–Hochberg multiple testing.

### 3.2 CJL induces myogenic gene expression

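Poly(A)-enriched, stranded RNA from the gastrocnemius muscle, collected together with the plantaris, was sequenced in paired-end reads from 14 mice of the LD group and 16 mice of the ADV group, 1 library per mouse, after 64 weeks on the schedules. LD mice lived under a light-dark cycle that never shifted, and ADV mice under a cycle advanced every few days. The authors trimmed the reads with Trimmomatic, mapped them to GRCm39 with STAR, removed reads of low mapping quality and counted reads on exons with Homer, which counts each mate of a pair as 0.5 read. The deposited raw counts and FPKM values cover 57186 rows, each a UCSC known canonical transcript. Between 19015401 and 28512674 read pairs per mouse were counted on exons in the LD group (median 21711467.5) and between 18875468.5 and 25699603.5 in the ADV group (median 22152249), with no detectable difference between the groups (two-sided permutation test, p = 0.829). The share of Homer's library total that fell on exons was 91.17 ± 0.12% (mean ± SD, n = 14) in the LD group and 91.53 ± 0.37% (n = 16) in the ADV group (p = 2.0e-05 by the same test), and the labels name no sequencing batch against which this difference can be set. Raw counts were rounded to whole numbers, since 14.8% of them ended in a 0.5 read. As in the paper's methods, 1 row was kept per gene symbol, and genes with a mean over 20 reads and a mean FPKM over 0.5 were tested, which left 12030 genes holding 99.6% of the counts of the rows kept. Groups were compared with edgeR's quasi-likelihood test after TMM normalization, with Benjamini-Hochberg adjustment over all genes tested (FDR). The FPKM of single genes was compared with the two-sided Wilcoxon rank-sum test that the paper's legends name. No 2 libraries of a group had counts as close as sampling noise alone would leave them: the smallest chi-square per degree of freedom between libraries was 10.6 in each group.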

To investigate the molecular basis for the distinct effects of circadian misalignment on the grip strength and muscle weight, we performed RNA-seq analysis using gastrocnemius muscles from the mice exposed to LD and ADV conditions for 64 weeks. Analysis of differentially expressed genes (DEGs) identified differential expression of 304 genes between LD and ADV groups (Figure 2A; Supplementary Table 1). 

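With an FDR under 0.05 and a fold change over 1.3, edgeR's quasi-likelihood test called 252 DEGs between the LD and ADV groups, 174 upregulated and 78 downregulated in the ADV group. Without the limit on fold change, 1301 genes had an FDR under 0.05, so most of the differences with such an FDR were small. DESeq2, the tool of the paper's methods, called 307 genes with the same thresholds. Of the 252 genes called by edgeR, 251 are among the 304 genes of Supplementary Table 1. With a score of clock gene expression as a covariate, the alternative that lowered the count most, edgeR called 0 DEGs, and 1782 genes had an unadjusted p under 0.05. That score correlated with group (0.70) and is built from clock genes, so it takes up their own change and can widen standard errors. For Hspa1b, the log2 fold change was 2.52 (standard error 0.63) in that fit, against 2.67 (0.51) without the score. That of Tnfrsf12a was 1.19 against 1.24, but that of Ciart was -0.10 against -1.86 and that of Igkc 0.31 against -2.07. The count of 0 therefore does not show that the clock accounts for the DEGs. GC content differed between the directions, with a median of 54.2% over the transcripts of upregulated genes, 43.9% over those of downregulated genes and 50.4% over the genes not called. The largest rises were in Hspa1b, Atf3, Hspa1a, Otud1 and Fos. Hspa1b was at 1.29 ± 0.85 FPKM (mean ± SD, n = 14) in the LD group and 8.21 ± 12.1 FPKM (n = 16) in the ADV group, a log2 fold change of 2.67 (standard error 0.51, edgeR FDR 0.00221). The log2 fold change was 2.41 for Hspa1a. These genes are near-identical and reads of low mapping quality were removed, so reads common to both may be missing from their counts. Atf3 rose by 2.43 and Otud1 by 2.03 on the log2 scale, with FDRs of 0.00337 and 0.0120 from edgeR. The spread between mice of the ADV group exceeded the group mean for Hspa1b, Hspa1a, Atf3, Otud1 and Fos. The largest falls were in Igkc, Ciart, Dbp, Nr1d1 and Pfkfb3, with log2 fold changes of -2.07 for Igkc, -1.86 for Ciart, -1.66 for Dbp and -0.81 for Pfkfb3, while Nr1d1 went from 66.6 ± 18.8 to 33.6 ± 24.6 FPKM (edgeR FDR 0.0284). Igkc, a constant region of immunoglobulin light chains, was at 11.4 ± 18.4 FPKM in the LD group and 2.76 ± 2.49 FPKM in the ADV group (edgeR FDR 0.0298), its log2 fold change was -1.48 without LD mouse 30, and 2 of the 30 fits that each left out 1 mouse gave an FDR over 0.05. For Pfkfb3 (edgeR FDR 0.0452), 19 of these 30 fits did so.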

GO enrichment analysis of the DEGs showed that GO terms including circadian rhythm, rhythmic process, muscle organ development, and skeletal muscle cell differentiation were significantly enriched (Figure 2B; Supplementary Table 2). These enriched GO terms included key myogenic regulators such as *Myod1*, a master transcription factor involved in myoblast proliferation and differentiation. In addition, myogenesis-related genes such as *Myog* and *Myf6*, which promote myotube formation by myoblast fusion (Aziz et al., 2010; Hasty et al., 1993), and *Dll1*, which is activated by *Myod1* and promotes the myogenic process (Kollias et al., 2006; Zhang et al., 2021), were significantly upregulated in the ADV group compared to the LD group (Figure 2C). These findings suggest that circadian misalignment may promote muscle regeneration and remodeling processes.

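Supplementary Table 2 lists 44 genes under the terms circadian rhythm, rhythmic process, muscle organ development and skeletal muscle cell differentiation. All 44 were tested by edgeR's quasi-likelihood test, 34 were higher and 10 lower in the ADV group, and 37 passed both thresholds. The enrichment itself was not repeated, and the terms' genes are the study's choice from these libraries. Of the 22 genes under muscle organ development, 21 were called, with a median log2 fold change of 0.74. All 11 genes under skeletal muscle cell differentiation were called, and 5 of them, Atf3 and Fos included, belong to a list of 28 immediate early response genes. Under circadian rhythm, 8 of the 9 downregulated genes and 10 of the 13 upregulated genes were called. Bmal1 was higher in the ADV group, at 10.2 ± 3.14 FPKM (mean ± SD, n = 14) in LD mice and 16.1 ± 4.07 FPKM (n = 16) in ADV mice, a log2 fold change of 0.64 (standard error 0.15, edgeR FDR 0.00844). Dbp, whose transcription BMAL1 and CLOCK activate, fell from 26.8 ± 14.5 to 8.60 ± 3.39 FPKM (edgeR FDR 4.82e-04). Nfil3 had a log2 fold change of 1.28 and Cry1 of 0.54, while Nr1d2 was at -0.70 and Per3 at -0.80 (edgeR FDRs between 1.53e-04 and 0.00255). Per2, at -0.07 (standard error 0.25, edgeR FDR 0.877), did not differ beyond its spread. Over 12 clock-controlled genes that are high when Bmal1 is low, the median log2 fold change was -0.59 (camera, FDR 3.78e-09 over 15 gene lists), and 9 of the 12 had an FDR under 0.05 over all genes tested, against 10 when adjusted over the list alone. This camera FDR takes a preset correlation of 0.01 between the genes of a list. With the correlation estimated from the data, none of the 15 lists had a camera FDR under 0.05. Mice were killed over a range of daytime hours, and the hour of each mouse was not used here.

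**Figure D1:**
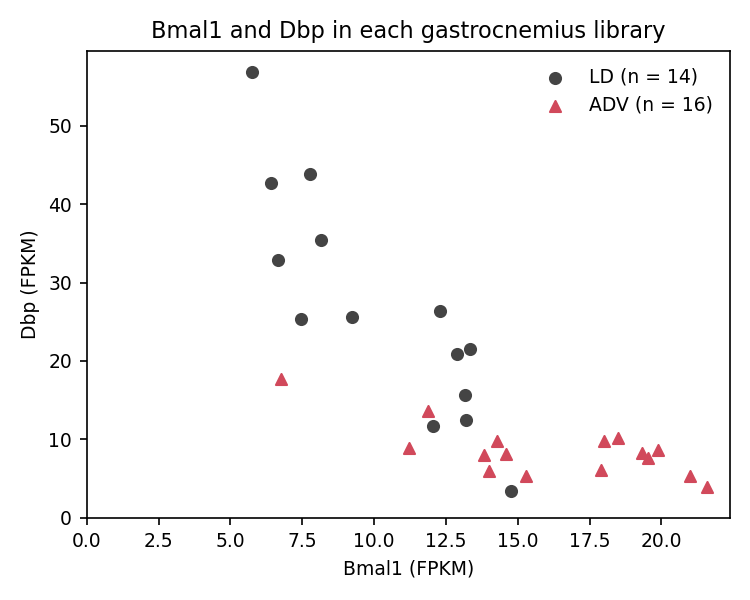
Expression of Bmal1 (x axis, FPKM) against Dbp (y axis, FPKM) in each library, with circles for the 14 LD mice and triangles for the 16 ADV mice. ADV mice lie between 3.98 and 17.8 FPKM of Dbp, and LD mice range from 3.36 to 56.9 FPKM.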

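Myod1 (ENSMUST00000072514.3 in the deposited tables) lies on chromosome 7 of GRCm39 from 46025898 to 46028523, on the plus strand, in 3 exons. Its expression was 6.90 ± 2.22 FPKM (mean ± SD, n = 14) in the LD group and 11.6 ± 4.95 FPKM (n = 16) in the ADV group, from a mean of 431 reads per library. ADV mice ranked higher than LD mice (two-sided exact Wilcoxon rank-sum test, p = 0.00906). This p was 0.0170 after Benjamini-Hochberg adjustment over the 15 genes whose FPKM the paper plots. The ranges overlapped, from 3.75 to 12.3 FPKM in LD mice and from 5.51 to 21.3 FPKM in ADV mice. Of the 16 ADV mice, 13 were above the LD median of 7.04 FPKM. edgeR gave a log2 fold change of 0.73 (standard error 0.19, FDR 0.0147). Leaving out each mouse in turn kept the Wilcoxon p between 0.00315 and 0.0172. With the clock gene score as a covariate, the log2 fold change was 0.51 (standard error 0.27, edgeR FDR 0.375).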

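Myog, on chromosome 1 from 134217727 to 134220286, was at 1.57 ± 0.35 FPKM (mean ± SD, n = 14) in LD mice and 2.66 ± 0.94 FPKM (n = 16) in ADV mice (two-sided exact Wilcoxon rank-sum test, p = 5.06e-04), a log2 fold change of 0.74 (standard error 0.15, edgeR FDR 0.00377). This gene was measured from few reads, with a mean of 78.7 per library. Myf6, on chromosome 10 from 107328714 to 107330598, was the most abundant of the genes of Figure 2C, at 49.6 ± 6.55 FPKM in LD mice and 64.7 ± 9.84 FPKM in ADV mice (p = 4.68e-05 by the same test). Its log2 fold change of 0.36 (standard error 0.08, edgeR FDR 0.00378) was under the fold change of 1.3 that defines a DEG. Dll1, on chromosome 17 from 15587616 to 15596238, was at 1.07 ± 0.33 FPKM in LD mice and 1.62 ± 0.43 FPKM in ADV mice (p = 0.00105), a log2 fold change of 0.58 (standard error 0.14, edgeR FDR 0.0111). Of the 16 ADV mice, 13 were above the LD median for Myog, 15 for Myf6 and 15 for Dll1. For all 3 genes the adjusted p over the 15 plotted genes was under 0.05, the largest being 0.00395 for Dll1.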

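Other genes of satellite cells, proliferation and embryonic myosins were set beside Myod1 and Myog in a list of 14 genes. Only 6 of the 14 passed the expression filter, and their median log2 fold change was 0.18, which camera did not call (FDR 0.132) and fry did (FDR 0.0128). Myh8, the perinatal myosin, was at 8.47 ± 1.88 FPKM (mean ± SD, n = 14) in the LD group and 7.51 ± 1.14 FPKM (n = 16) in the ADV group (edgeR FDR 0.182). Cdh15, a cadherin of satellite cells, had a log2 fold change of 0.00 (edgeR FDR 0.971). The log2 fold change was 0.25 for Myh3, an embryonic myosin (edgeR FDR 0.330), and 0.10 for Vcam1 (edgeR FDR 0.653). Of the 6 genes, 2 had an edgeR FDR under 0.05, Myod1 and Myog. Genes of the list under the filter were not compared.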

**FIGURE 2:**
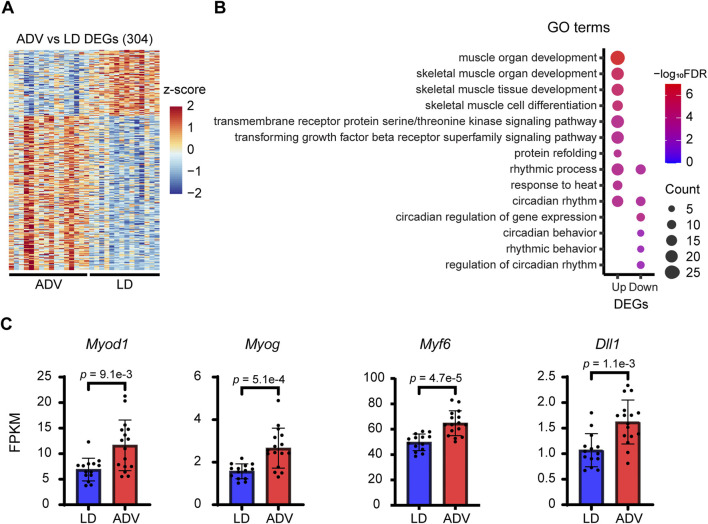
CJL induces myogenic gene expression. **(A)** Heatmap views of DEGs between LD and ADV condition in gastrocnemius muscle. A total of 304 DEGs were represented as a horizontal line ordered vertically by log2 fold changes determined by DESeq2. **(B)** Bubble plots of top 10 enriched GO terms in up- and downregulated DEGs. Color gradients ranging from red to blue correspond to in order of increasing FDR and the gene count of each GO term is shown. **(C)** FPKM expression levels of key myogenic regulatory factors. Bar plots shown are mean ± SD (LD, n = 14; ADV, n = 16). P values indicated are based on two-sided Wilcoxon rank-sum test.

### 3.3 Altered expression of the TWEAK/Fn14 signaling pathway in CJL mice

To further investigate the paradoxical observation of increased expression of myogenic regulators alongside reduced grip strength and muscle weight, gene set enrichment analysis (GSEA) was performed using the Hallmark gene set from the Molecular Signature Database (MSigDB) (Castanza et al., 2023). 

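The core-enrichment genes that Supplementary Table 3 lists for TNFα signaling via NF-κB, 58 in number, were looked up in the edgeR fit. All 58 were higher in the ADV group, with log2 fold changes between 0.17 and 2.43 and a median of 0.42. As the study chose these genes from the same libraries for their rank, their common direction is not independent evidence. After Benjamini-Hochberg adjustment over all genes tested, 26 of the 58 had an FDR under 0.05, and 24 also passed the fold change limit. Of the 58 genes, 17 belong to a list of immediate early response genes. Atf3 was at 5.49 ± 4.60 FPKM (mean ± SD, n = 14) in LD mice and 29.7 ± 32.1 FPKM (n = 16) in ADV mice. Fos, with a log2 fold change of 2.01 (standard error 0.46, edgeR FDR 0.00694), was at 2.24 ± 1.17 and 9.03 ± 11.6 FPKM, a rise carried by part of the ADV mice, since the ADV median was 4.10 FPKM and the highest mouse was at 41.5 FPKM. Over the 23 immediate early genes tested, the median log2 fold change was 0.59 (camera, FDR 1.04e-08; fry, FDR 0.00247), and all 23 were higher in ADV mice. Of these, 14 had an FDR under 0.05 over all genes tested and 17 when adjusted over the list alone. The camera FDR rests on a preset correlation of 0.01 between genes and was over 0.05 with the correlation estimated from the data.

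**Figure D2:**
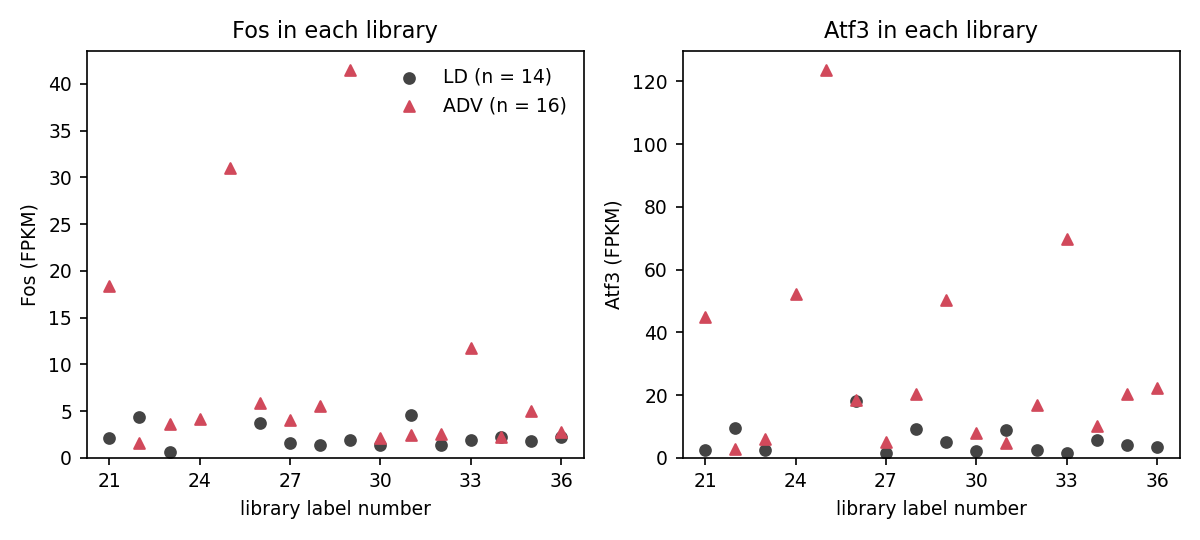
Expression of Fos and Atf3 (y axes, FPKM) in each library against the number in the library's label (x axes), with circles for the 14 LD mice and triangles for the 16 ADV mice. The highest ADV mouse is at 41.5 FPKM for Fos and 124 FPKM for Atf3, and the highest LD mouse is at 4.57 and 18.1 FPKM.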

The most significantly enriched gene set was the TNFα signaling pathway via NF-κB (Figure 3A; Supplementary Table 3), which is interesting because tumor necrosis factor (TNFα) is known to be associated with sarcopenia with its ability to promote protein catabolism, muscle degeneration and muscle atrophy (Sishi and Engelbrecht, 2011; Zhou et al., 2016). Therefore, we next examined the expression of genes in the TNFα signaling pathway. Whereas *Tnf* expression was not significantly increased in muscle tissues from the ADV group compared to the LD, *Tnfsf12*, encoding TNF-like Weak Inducer of Apoptosis (TWEAK), was significantly increased in the ADV group, along with its receptor Fn14 encoded by *Tnfrsf12a* (Figure 3B; Supplementary Figure 3A). This is interesting because TWEAK is a pro-inflammatory cytokine of the TNF superfamily, and recognized as a key mediator of muscle wasting during aging (Dogra et al., 2007; Tajrishi et al., 2014a). In addition, the expressions of *Myod1,* NF-κB-related transcription factors (*Rela*, *Nfkb1*, and *Nfkb2*), and unfolded protein response-related genes (*Atf4* and *Ddit3*) involved in the repression of protein synthesis were significantly higher under the ADV condition (Figure 2C; Supplementary Figure 3B). These genes are known downstream targets of the TWEAK/Fn14 signaling pathway (Tomaz da Silva et al., 2025; Zhou et al., 2016), suggesting that CJL activates the TWEAK/Fn14 signaling pathway. Collectively, the observed transcriptional changes in our CJL mouse model recapitulates key molecular features known to be associated with sarcopenia.

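Tnf was close to the limit of detection, with a mean of 1.7 reads per library, and was at 0.045 ± 0.038 FPKM (mean ± SD, n = 14) in the LD group and 0.042 ± 0.031 FPKM (n = 16) in the ADV group (two-sided Wilcoxon rank-sum test by permutation, p = 0.687), so a change in Tnf was not detectable at this depth. Its receptors Tnfrsf1a (p = 0.24) and Tnfrsf1b (p = 0.79) did not differ beyond the spread between mice by the exact form of this test. Tnfsf12 (ENSMUST00000181810.8), on chromosome 11 of GRCm39 from 69577076 to 69586675 on the minus strand, was at 5.44 ± 0.61 FPKM in the LD group and 6.18 ± 0.89 FPKM in the ADV group (p = 0.0245; 0.0409 after adjustment over the 15 plotted genes). Its log2 fold change was 0.16 (standard error 0.06), with an edgeR FDR of 0.0836 over all genes tested. After the trend of each library with GC content was removed, a step chosen after the data were seen, the Wilcoxon p for Tnfsf12 was 0.377. Tnfsf12 also shares exons with the readthrough gene Tnfsfm13 on the same strand, over 57.9% of its exon bases in the GENCODE vM39 annotation, and reads of the shared exons cannot be assigned to one of them. Tnfrsf12a (ENSMUST00000024698.10), on chromosome 17 from 23894419 to 23896442 on the minus strand in 4 exons, was at 24.4 ± 10.9 FPKM in the LD group and 58.1 ± 23.9 FPKM in the ADV group (p = 3.65e-05). Its log2 fold change was 1.24 (standard error 0.22, edgeR FDR 0.00152), and 15 of the 16 ADV mice were above the LD median of 21.5 FPKM. The span of Tnfrsf12a overlaps that of Hcfc1r1 on the other strand, and the paper's text does not name the strand option of the counting. Other plotted genes have such an overlap of spans, among them Dll1 (with Fam120b), Nfkb2 (with Psd) and Myog (with Gm32221). Whether exons of these genes overlap was not examined, so an effect on their counts is possible but not shown.

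**Figure D3:**
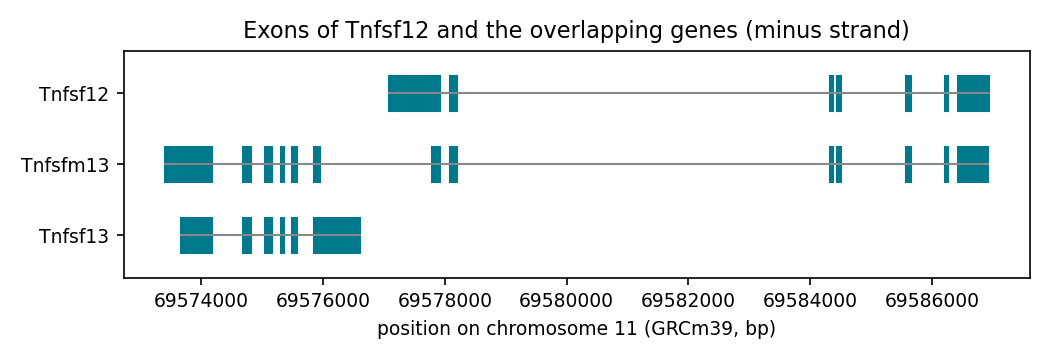
Exons (boxes) of Tnfsf12, Tnfsfm13 and Tnfsf13 along chromosome 11 of GRCm39 (x axis, position in bp), from GENCODE vM39, a later release than that of the deposited tables. Tnfsf12 and Tnfsfm13 share 977 exon bases, and Tnfsf12 and Tnfsf13 share 0.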

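The NF-κB genes differed by small amounts. Rela was at 7.04 ± 0.58 FPKM (mean ± SD, n = 14) in the LD group and 7.57 ± 0.70 FPKM (n = 16) in the ADV group (two-sided exact Wilcoxon rank-sum test, p = 0.0472). Nfkb1 was at 6.32 ± 0.30 and 6.80 ± 0.43 FPKM (p = 0.00519), and Nfkb2 at 4.34 ± 0.48 and 4.76 ± 0.67 FPKM (p = 0.0344). Relb showed no difference, at 4.54 ± 0.67 and 4.55 ± 0.82 FPKM (p = 1.0). After adjustment over the 15 plotted genes, p was 0.0644 for Rela, 0.0515 for Nfkb2 and 0.0111 for Nfkb1. By edgeR over all genes tested, the log2 fold changes were 0.09 for Rela, 0.09 for Nfkb1 and 0.12 for Nfkb2, with FDRs of 0.239, 0.0654 and 0.212. With FPKM rescaled to TPM, the Wilcoxon p was 0.179 for Rela and 0.0637 for both Nfkb1 and Nfkb2. With each library's GC content trend removed, an alternative chosen after the data were seen, p was 0.854 for Rela, 0.525 for Nfkb1 and 0.448 for Nfkb2, and the direction of Rela reversed. Leaving out single mice raised the p of Rela above 0.05 in 16 of 30 fits, up to 0.0832 without LD mouse 22, and that of Nfkb2 in 7, up to 0.0568 without ADV mouse 27 or ADV mouse 35. Atf4 was at 76.8 ± 7.71 FPKM in the LD group and 91.3 ± 12.8 FPKM in the ADV group (Wilcoxon p = 0.00207), a log2 fold change of 0.23 (standard error 0.06, edgeR FDR 0.0212; 0.0767 with the GC content trend removed). Ddit3 was at 7.13 ± 1.98 and 10.6 ± 3.25 FPKM (p = 0.00243), a log2 fold change of 0.56 (standard error 0.14, edgeR FDR 0.0150). The span of Ddit3 overlaps that of Mars1 on the other strand, and an overlap of their exons was not examined. Of the 15 genes plotted, 11 had a Wilcoxon p under 0.05 and 9 an adjusted p under 0.05. In edgeR, 7 of the 14 tested had an FDR under 0.05 over all genes and 9 when adjusted over the list alone; the study chose these genes on the same libraries, so the latter is not independent evidence.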

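A list of 15 tested genes of the integrated stress response, Atf4 and Ddit3 included, had a median log2 fold change of 0.23 (camera, FDR 0.0260; fry, FDR 0.00354), and 11 of the 15 were higher in the ADV group. This list lost its call in 5 alternatives, camera with the correlation between genes estimated from the data among them. No fit that left out a single library lost it. Ubiquitin ligase and autophagy genes of muscle atrophy, 15 in number, had a median of -0.02 (camera, FDR 0.739; fry, FDR 0.787). Fbxo32 was at 92.8 ± 21.7 FPKM (mean ± SD, n = 14) in the LD group and 98.0 ± 51.8 FPKM (n = 16) in the ADV group (edgeR FDR 0.853), and Trim63 at 209 ± 112 and 257 ± 167 FPKM (edgeR FDR 0.517). From the higher Tnfsf12 and Tnfrsf12a together with the higher Myod1, NF-κB and unfolded protein response genes, which it names as known downstream targets, the paper proposes that the ADV condition activates TWEAK/Fn14 signaling.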

**FIGURE 3:**
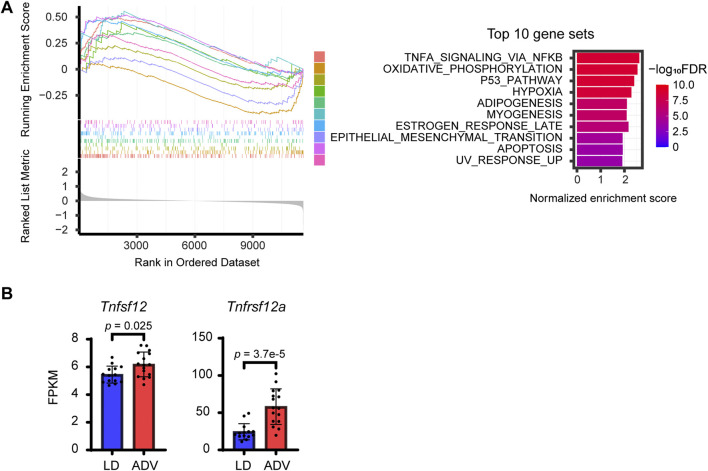
Altered expression of the TWEAK/Fn14 signaling pathway in CJL mice. **(A)** GSEA enrichment plots in the top 10 HALLMARK datasets. Normalized enrichment scores and FDR values are shown. **(B)** FPKM expression levels of *Tnfsf12* and *Tnfrsf12a*. Bar plots shown are mean ± SD (LD, n = 14; ADV, n = 16). P values were calculated using two-sided Wilcoxon rank-sum test.

### 3.4 CJL causes muscle atrophy despite elevated histological markers for muscle regeneration and remodeling

To investigate the effects of CJL on skeletal muscle morphology, we examined the CSA of gastrocnemius muscle fiber using HE staining. The mean CSA of the muscle fiber was significantly smaller in the ADV group compared to the LD group (Figure 4A), indicating circadian misalignment induces muscle atrophy. These results are consistent with the observed reductions in grip strength and muscle weight, as well as with RNA-seq-based predictions involving activation of the TWEAK/Fn14 signaling pathway, suggesting that our mouse model also recapitulates histopathological features of sarcopenia. To experimentally validate RNA-seq-predicted enhancement of regenerative activity, we next quantified centrally nucleated fibers, a well-established histological marker of regenerated myofibers known to increase following muscle injury or exercise (Meyer, 2018; Narita and Yorifuji, 1999; Soffe et al., 2016; Wernig et al., 1990). The number of centrally nucleated fibers was significantly elevated in the ADV group compared to the LD group (Figure 4B), suggesting an accumulation of regenerating myofibers under CJL. Notably, despite reduced wheel-running activity levels in the ADV group relative to the LD group (Supplementary Figure 2), the observed increase in centrally nucleated fibers indicates that CJL itself promotes muscle regeneration. To further assess increased remodeling process, we quantified MHC co-expressing fibers (Andersen et al., 1999; Snow et al., 2005; Yoshimura et al., 1998). Skeletal muscle is composed of fast and slow muscle fibers, which generally express either fast muscle- or slow muscle-specific MHC (Blaauw et al., 2013). However, some muscle fibers are known to co-express both MHC markers. The presence of fibers co-expressing fast and slow muscle-specific MHC isoforms has been observed in intermediate fiber-type transitions such as the regenerative process or reinnervation following denervation (Jerkovic et al., 1997; Launay et al., 2006; Marini et al., 1991; Snow et al., 2005; Yoshimura et al., 1998). Therefore, we used MHC co-expressing fibers for semiquantitative analysis as a marker of ongoing remodeling. Because soleus muscle is relatively rich in slow twitch (Type I) muscle fibers and is commonly used for histological analysis of MHC markers (Snow et al., 2005), we performed quantitative analysis of MHC co-expressing fibers in soleus muscle. Immunohistochemical staining of muscle tissue was performed using monoclonal anti-fast and anti-slow MHC antibodies, and as expected, most fibers expressed only one MHC isoform (Figure 4C). Importantly, the number of MHC co-expressing fibers, along with centrally nucleated fibers, was significantly increased under the ADV condition compared to the LD group (Figure 4D; Supplementary Figures 4A, B). These results support the notion that chronic circadian misalignment enhances regeneration and remodeling processes including fiber-type transitions in skeletal muscle. However, these processes appear insufficient to maintain muscle homeostasis, which ultimately contributes to progressive muscle atrophy.

**FIGURE 4:**
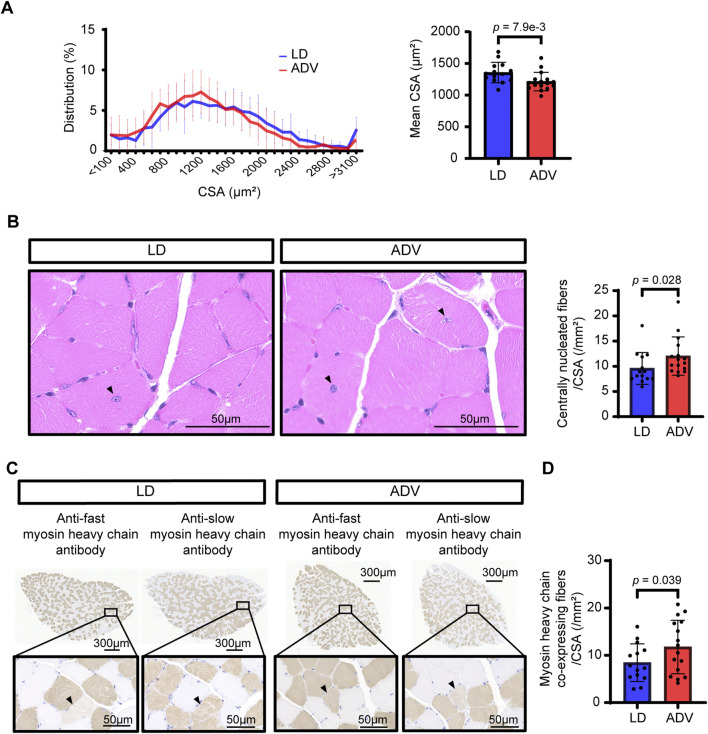
CJL causes muscle atrophy despite elevated histological markers for muscle regeneration and remodeling. **(A)** Histogram of gastrocnemius muscle fiber cross-sectional area (CSA). The distribution and mean CSA of muscle fiber are shown for the LD and ADV groups. The x-axis represents the CSA (µm^2^), and the y-axis indicates the relative frequency of muscle fibers within each bin of the histogram. P values were calculated using two-sided Wilcoxon rank-sum test. **(B)** Representative images of centrally nucleated fibers in gastrocnemius muscle from LD and ADV groups, and quantification of centrally nucleated fibers normalized to muscle CSA (mm^2^). Black arrow heads indicate centrally nucleated fibers. Scale bars: 50 µm for magnified regions. P values were calculated using two-sided Wilcoxon rank-sum test. **(C)** Representative immunohistochemical images of soleus muscle in LD and ADV groups stained with anti-fast myosin heavy chain (MHC) antibody and anti-slow MHC antibody. Black arrow heads indicate MHC co-expressing fibers, marked by overlapping staining of fast and slow MHC. Scale bars: 50 µm for magnified regions, 300 µm for overall views. **(D)** Quantification of MHC co-expressing fibers normalized to muscle CSA (mm^2^). Bar plots shown are mean ± SD (LD, n = 14; ADV, n = 16). P values were calculated using one-sided unpaired t-test.

## 4 Discussion

While it is well established that circadian clocks play important roles in both skeletal muscle function and aging physiology in general (Harfmann et al., 2015), how circadian rhythms influence sarcopenia remains poorly characterized. Our study demonstrates that environmental circadian misalignment contributes to the progression of sarcopenia. To date, few reports have provided evidence linking shift work with muscle dysfunction and sarcopenia (Choi et al., 2019), leaving open the important question of whether circadian rhythms constitute an actionable target for sarcopenia prevention. In human epidemiological studies, it is challenging to determine the direct impact of circadian misalignment on muscle health since they are influenced by many confounding factors, including genetic background, lifestyle, and dietary habits. To overcome this limitation, we conducted a 64-week functional study in genetically homogeneous wild-type C57BL/6J mice using an established CJL paradigm devoid of major confounding factors. We observed that ADV mice exhibited exacerbation of age-related reductions in grip strength and normalized muscle weight compared to young mice and LD mice. These results underscore the physiological importance of an environmentally aligned lifestyle to maintain muscle health and suggest that circadian rhythms should be considered as an important factor in the prevention of sarcopenia.

Importantly, unlike previous genetic models, our results show that prolonged light cycle perturbation, even in the absence of genetic predisposition, is sufficient to reduce grip strength and cause muscle atrophy. While circadian misalignment, known as a mismatch between the intrinsic circadian oscillation and the external cycle, is associated with reduced survival and systemic maladaptation, its impact on organ-specific, especially skeletal muscle, pathophysiology has remained poorly understood (Highkin and Hanson, 1954; Hurd and Ralph, 1998; Ouyang et al., 1998; Pittendrigh and Minis, 1972; Takasu et al., 2015). Previous studies showed that genetic disruption of core clock genes impairs muscle function. In particular, both global and muscle-specific *Bmal1* knockout mice display sarcopenia-like phenotypes (Fernández-Martínez et al., 2024; Kondratov et al., 2006). Conversely, muscle-specific *Bmal1* rescue restored muscle strength and glucose tolerance, but did not affect muscle mass or fiber size (Gutierrez-Monreal et al., 2024). Moreover, reconstitution of endogenous *Bmal1* only in the SCN or in skeletal muscle fails to fully reverse the muscle atrophy, and restoration of both clocks is required to prevent the decline in muscle function (Kumar et al., 2024). Whereas these observations underscore the need for the coordination of central and peripheral clocks to maintain muscle homeostasis, it remains challenging to disentangle the effects of circadian misalignment itself from those of genetic disruption. Considering our previous studies (Inokawa et al., 2020; Koike et al., 2024), the CJL paradigm represents a systemic circadian misalignment model, encompassing not only local effects within skeletal muscle but also multifaceted physiological consequences in other organs, such as the liver. Accordingly, our study provides compelling evidence that environmental circadian misalignment alone without genetic manipulation can drive sarcopenia, highlighting the importance of maintaining alignment between endogenous circadian rhythms and external environmental cycles.

Activation of the TWEAK/Fn14 signaling pathway has been shown to be activated in aged mice (Tajrishi et al., 2014a). Our study revealed that circadian misalignment activates the TWEAK/Fn14 signaling pathway relative to age-matched control mice, suggesting that chronic circadian misalignment exaggerates age-related molecular alterations. Consistently, the ADV group also exhibited phenotypic features commonly observed in sarcopenia, including reductions in grip strength and muscle weight, activation of the TWEAK/Fn14 pathway, and associated muscle atrophy. These findings suggest that chronic circadian misalignment promotes the pathophysiological processes underlying sarcopenia.

Progressive muscle degeneration in sarcopenia can be driven by both molecular abnormalities, such as decreased regeneration efficiency, chronic inflammation, and disrupted protein homeostasis, and systemic changes including degeneration of the neuromuscular junction and anabolic resistance (Damanti et al., 2025). Mammalian skeletal muscle is a stable tissue with minimal turnover under normal conditions, but severe injury can trigger rapid and extensive regeneration (Tedesco et al., 2010). Our transcriptomic analysis revealed upregulation of key myogenic regulatory factors including *Myod1, Myog,* and *Myf6,* suggesting activation of muscle repair or remodeling processes. Although circadian misalignment may contribute to muscle degeneration, detailed histological analysis of degenerative changes was not performed in this study. Therefore, how circadian misalignment induces muscle degeneration remains to be elucidated in future investigations.

Interestingly, circadian misalignment activated the muscle regeneration and remodeling processes, accompanied by higher amounts of centrally nucleated fibers and MHC co-expressing fibers, whereas the mean CSA of the muscle fiber was decreased. These histological features suggest that regeneration and remodeling processes are insufficient, thereby leading to muscle atrophy. Previous studies have shown that the TWEAK/Fn14 signaling pathway contributes to muscle regeneration by regulating myoblast differentiation and proliferation, but excessive or sustained activation impairs regeneration by hindering myogenic differentiation and fusion, and suppresses protein synthesis, and enhances muscle protein catabolism through NF-κB-driven activation of the ubiquitin-proteasome system (Dogra et al., 2006; Dogra et al., 2007; Enwere et al., 2012; Tajrishi et al., 2014b; Tomaz da Silva et al., 2025). In line with these findings, our analysis revealed upregulation of the unfolded protein response–related genes *Atf4* and *Ddit3*, which are known to suppress protein synthesis (Harding et al., 2000; Tomaz da Silva et al., 2025). Furthermore, the intrinsic muscle clock is known to play a cell-autonomous role in coordinating anabolism and catabolism. The muscle clock contributes to the coordination of daily metabolic rhythms by enhancing lipid storage and restricting proteolytic activity before the active phase, and regulates the ubiquitin–proteasome system (UPS) and autophagy (Dyar et al., 2018; Kelu and Hughes, 2025). Under the CJL condition, it is plausible that activation of TWEAK/Fn14 signaling may impair myogenic differentiation or maturation, contributing to incomplete regeneration or remodeling. In addition, disruption of the intrinsic muscle clock, which normally maintains the balance between protein synthesis and degradation, may ultimately accelerate the progression of muscle atrophy and functional decline observed in ADV mice.

## 5 Conclusion

In conclusion, we show that circadian rhythm misalignment in the CJL paradigm aggravates the progression of sarcopenia. Although this study has several limitations: first, as all experiments were performed exclusively in male mice, future studies in females are needed to clarify potential sex differences in circadian and muscular physiology; second, although our data implicate activation of the TWEAK/Fn14 pathway, future studies incorporating detailed analyses of inflammation, as well as pharmacological inhibition or genetic manipulation, are expected to provide deeper mechanistic insight and clarify the causal relationship between aging, circadian misalignment, and muscle atrophy; and third, the analyses did not resolve which specific compartments or cell populations within skeletal muscle (e.g., fiber types, satellite cells, or neuromuscular junctions) are most affected by circadian misalignment. Nevertheless, our findings highlight the importance of circadian rhythms as an actionable target in sarcopenia prevention strategies.

## Data Availability

Data are available in the paper and/or the Supplementary Materials. The raw and processed RNAseq data reported in this paper are made publicly available via National Center for Biotechnology Information’s Gene Expression Omnibus (GEO) accession number GSE296198. Any additional information required to reanalyze the data reported in this paper is available from the corresponding author upon reasonable request.

# Supplementary material for: Chronic circadian misalignment accelerates sarcopenia progression in mice
**Source:** Front Physiol. 2025 Nov 13;16:1686942. doi: 10.3389/fphys.2025.1686942
**Supplement:** Supplementary file 3

## *Supplementary Material*

# **Chronic circadian misalignment accelerates sarcopenia progression in mice**

**Takashi Seya, Nobuya Koike, Naoki Okubo, Yasuhiro Umemura, Yoshiki Tsuchiya, Kazuya Yabumoto, Yasuhiro Endo, Kanako Iinuma, Akiyo Kakibuchi, Akira Sugimoto, Kenji Takahashi, Seung-Hee Yoo, Zheng Chen and Kazuhiro Yagita\***

Kazuhiro Yagita

# 1 Supplementary Figures

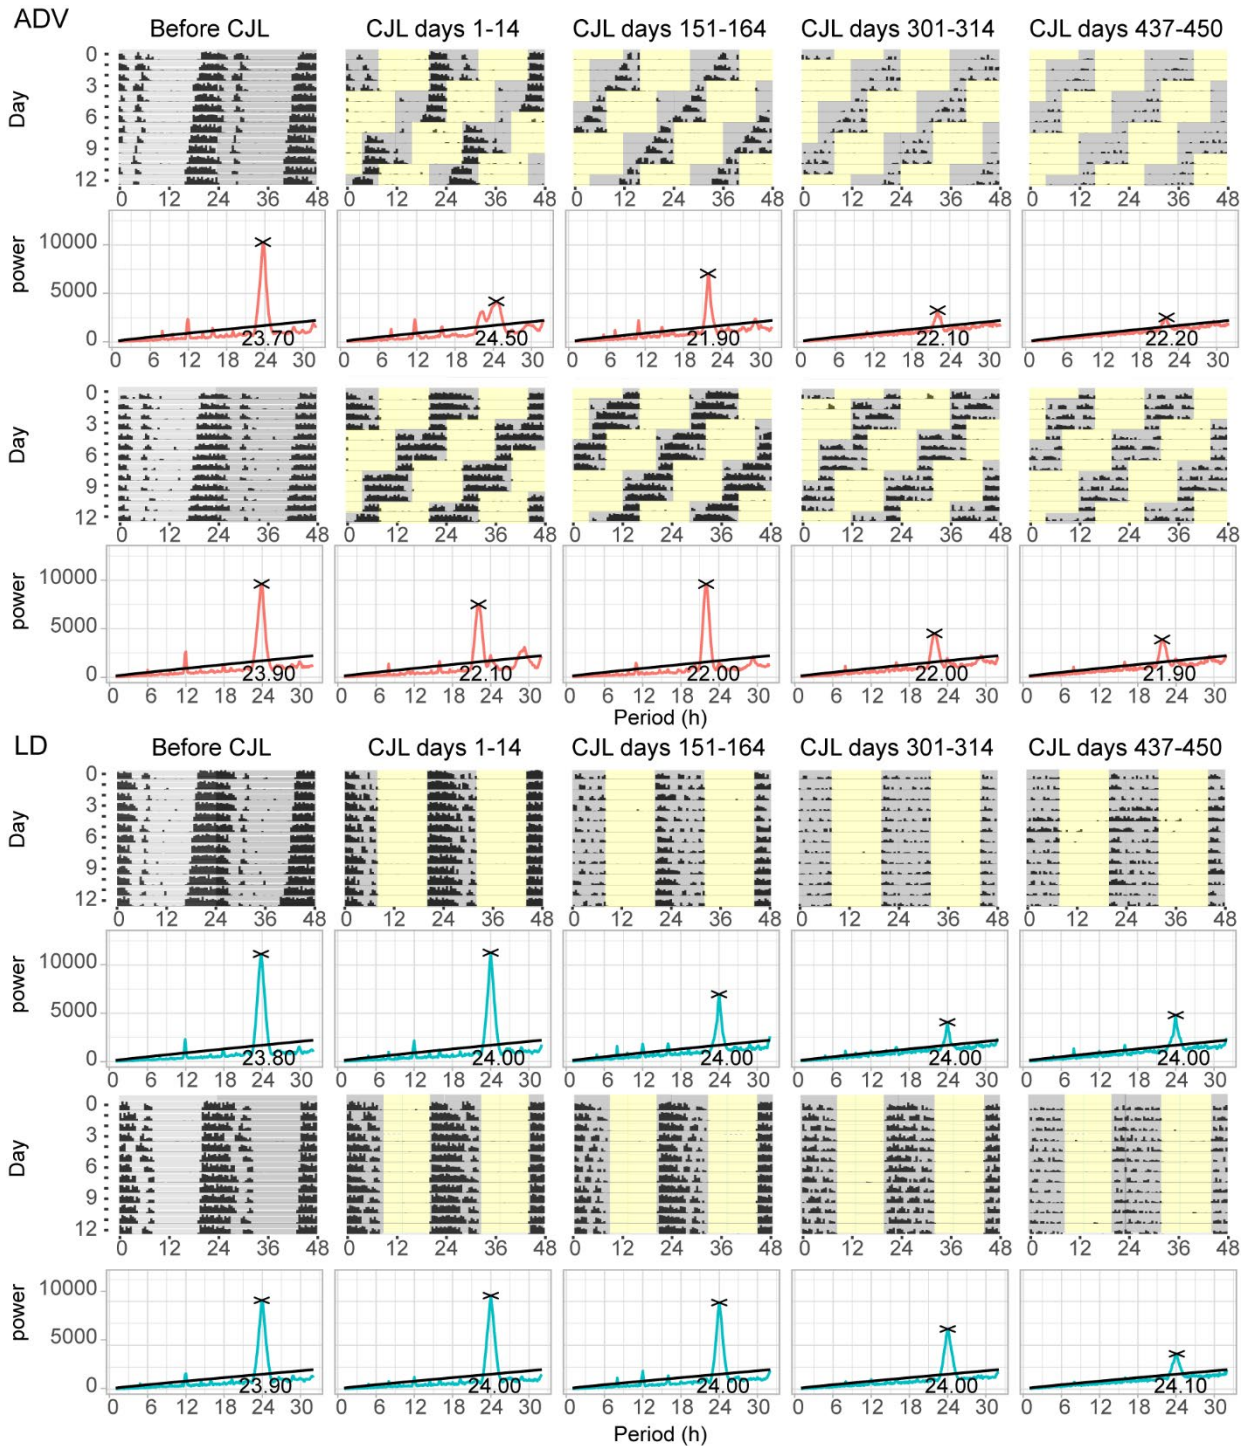

**Supplementary Figure 1. Representative actograms and chi-square periodogram of wheel-running activities in LD and ADV groups.** The chi-square periodogram was calculated using two weeks during baseline constant darkness (before CJL), and at 1–14, 151–164, 301–314, and 437–450 days in CJL. The oblique line in the periodogram indicates the significance level of  $\alpha = 0.001$ . The highest peak value above the line is indicated. Representative data from two animals per group are shown, selected from LD ( $n = 14$ ) and ADV ( $n = 16$ ) mice.

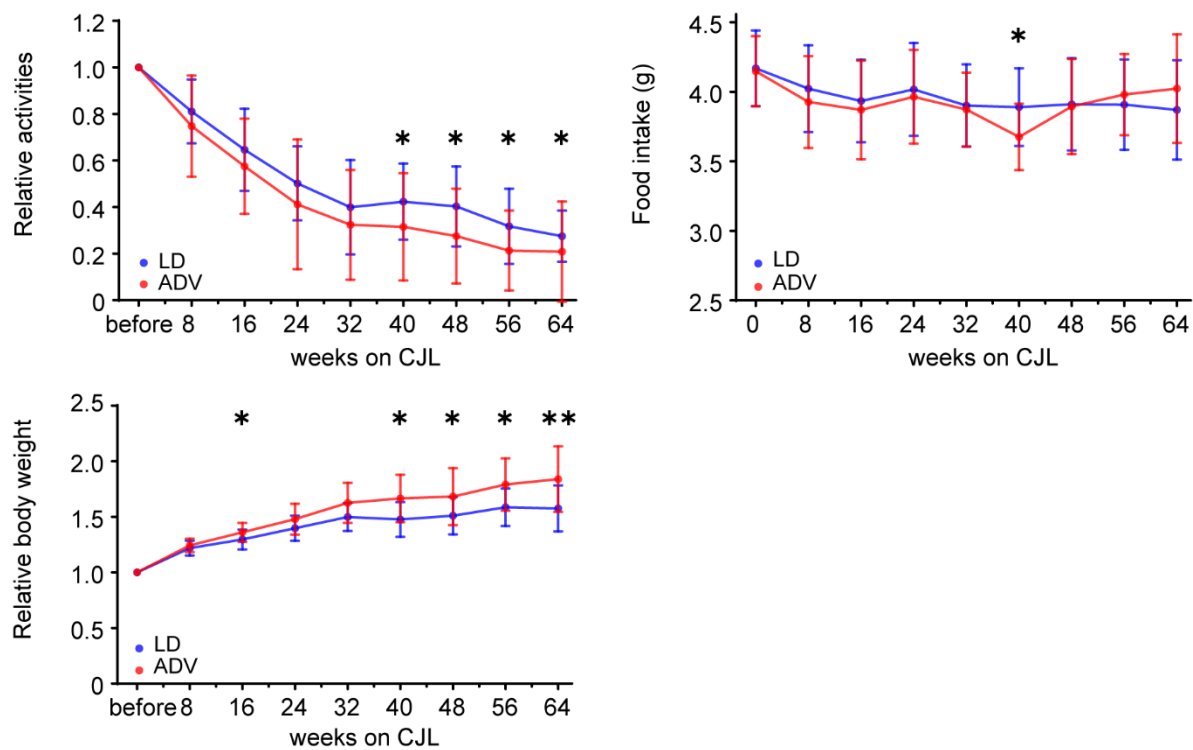

**Supplementary Figure 2. The mouse physiology induced by CjL.** Longitudinal changes of relative activities, food intake, and relative body weight, induced by CjL in LD and ADV groups. The relative activities were calculated as mean every 4 weeks during CjL and shown as the relative to mean value during the 3-week period before starting CjL. The body weights shown as relative values compared to 4 weeks before starting CjL. Data shown are mean  $\pm$  SD (LD, n=14; ADV, n=16). P values were calculated using two-sided Wilcoxon rank-sum test (\*p < 0.05, \*\*p < 0.01).

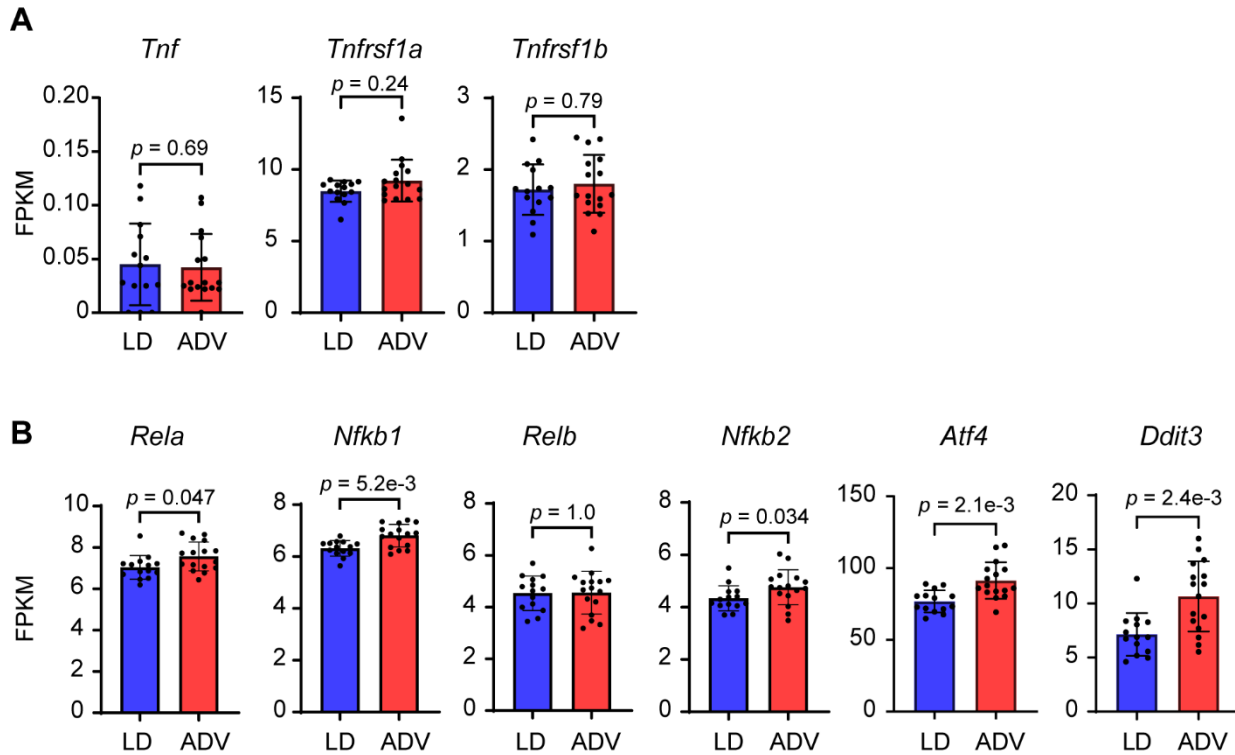

**Supplementary Figure 3. Expression levels of TNF $\alpha$  and TWEAK/Fn14 signaling pathway related genes.** (A) Expression levels of *Tnf* and TNF receptor genes. Comparison of FPKM expression levels of *Tnf*, *Tnfrsf1a*, and *Tnfrsf1b* between LD and ADV groups. (B) Comparison of FPKM expression levels of *Rela*, *Nfkb1*, *Relb*, *Nfkb2* between LD and ADV groups. Bar plots shown are mean  $\pm$  SD (LD, n=14; ADV, n=16). P values were calculated using a two-sided Wilcoxon rank-sum test.

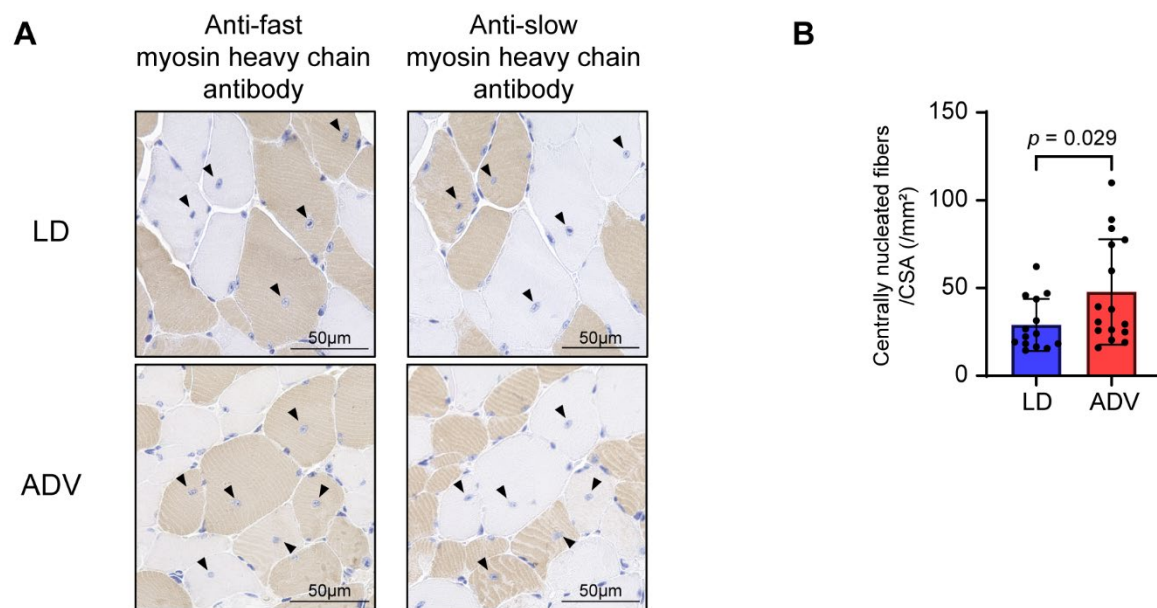

**Supplementary Figure 4. Quantification of centrally nucleated fibers in soleus muscle. (A)** Representative immunohistochemical images of centrally nucleated fibers in soleus muscle from LD and ADV groups stained with anti-fast MHC antibody anti-slow MHC antibody. Black arrowheads indicate centrally nucleated fibers. **(B)** Quantification of centrally nucleated fibers normalized to muscle CSA (mm<sup>2</sup>). Bar plots shown are mean  $\pm$  SD (LD, n=14; ADV, n=16). P values were calculated using one-sided Wilcoxon rank-sum test.

## 2 Supplementary Tables

**Supplementary Table 1.** List of DEGs in LD and ADV groups.

**Supplementary Table 2.** GO enrichment analyses of upregulated and downregulated DEGs.

**Supplementary Table 3.** Gene set enrichment analysis of the gastrocnemius muscle genes.

How the deposited data were processed for this re-analysis (not part of the article)

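Gastrocnemius muscle of 14 mice of the LD group and 16 mice of the ADV group was sequenced after 64 weeks on the schedules, 1 library per mouse. Each library was assigned to its group from its label, and every column of the deposited tables was used. The authors deposited raw counts per transcript, made by counting paired-end reads on exons with Homer after trimming with Trimmomatic, mapping to GRCm39 with STAR and removing reads of low mapping quality. The authors also deposited FPKM values for the same 57186 rows, which equal the count divided by the exon length and by Homer's library total, to within 5.0e-04 FPKM. Because Homer counts each mate as 0.5 read, 14.8% of the deposited counts were not whole, and all were rounded before testing. They are estimated counts in this sense, made by the authors with Homer and deposited without normalization. The paper's text names neither the program versions nor whether the counting used the strand of the reads.

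Read pairs counted on exons numbered 18875468.5 to 28512674 per library. At this depth a gene with a mean of 20 reads, the minimum for testing, is measured with a large counting error, and differences in genes with few reads, such as Tnf, were not detectable. The tables hold 56951 gene symbols, 232 of them on more than 1 row; the longest expressed row was kept for each. Genes with a mean over 20 reads and a mean FPKM over 0.5, as in the paper's methods, were tested (12030 genes).

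Counts were compared with edgeR 4.0.16 (quasi-likelihood F test, TMM normalization) in R 4.3.3, and a DEG had an FDR under 0.05 after Benjamini-Hochberg adjustment and a fold change over 1.3. DESeq2 1.42.0, the authors' tool, was an alternative. FPKM values of the 15 genes that the paper plots were compared with the two-sided Wilcoxon rank-sum test, exact or, where values tied, by 100000 permutations of the rank sum (scipy 1.17.1). Lists of marker and response genes were tested with camera in limma 3.58.1 with a preset correlation of 0.01, and with fry; there were 15 lists, with genes of the clock (morning and evening), the immediate early and heat shock responses, slow fibers, fast fibers, adipocytes, Schwann cells, leukocytes, endothelium, fibroblasts, denervation, regeneration, atrophy and the integrated stress response. The genes of the Gene Ontology terms and of the Hallmark set in Supplementary Tables 2 and 3 were looked up in the fit, without repeating the enrichment. The copy of Supplementary Table 3 used here was read for the core genes of the sets alone.

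The genes named were the 15 plotted genes, the clock genes, the 5 largest rises and 5 largest falls among the DEGs whose median FPKM moved the same way, the most abundant or most changed genes of each list, and genes the paper names. This rule, the tests, the lists and most alternatives were set before the data were examined. Tnfsfm13, Tnfsf13, Hcfc1r1, Mars1, Fam120b, Psd and Gm32221 were named for their overlap with a plotted gene, and the genes outside the study's list for that difference. Adipoq and Plin1 were named because a test of an explanation is defined by them, and Myh3 and Vcam1 to complete the tested members of their list. A test on part of the Schwann cell list is not reported here. Alternatives set in that way were DESeq2, limma on log2(FPKM + 0.1) and on log2(FPKM + 1), edgeR's test against a minimum fold change, no fold change limit, other size factors, library size alone, other filters on low genes, counts summed over the rows of a symbol, the label number as a block, a clock gene score as a covariate, TMM-normalized CPM or TPM in place of FPKM, and leaving out each library in turn. Corrections for GC content and transcript length, the removal of label numbers with the same remainder after division by 4 and the fit of the 28 libraries with shared label numbers without the block were added after the data were seen. For the GC content correction, the trend of each library's log2 CPM deviation with GC content was fitted by a natural spline with 4 degrees of freedom over genes with a mean over 50 reads and entered as an offset. GC content was taken from the GENCODE vM39 transcripts, a later release than that of the tables; 99.9% of the genes tested had a value, and the others were given the median for the correction alone.

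The tests were run on simulated data with the real genes, means and library sizes, in which 200 of 12030 genes were changed. Every changed gene had a fold change over the limit of a DEG, and genes varied independently apart from the GC content trend where added. These runs therefore do not show how the tests behave with smaller changes or with other variation shared by many genes. edgeR called 197 genes, of which 195 were changed ones, and DESeq2 201, of which 195 were changed ones; with no gene changed edgeR called 0. With a GC content trend added to the simulated libraries edgeR called 1901 genes, and 200 after the correction, of which 198 were changed ones. Grip strength, muscle weights, histology and the young mice were not analysed here.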

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

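The 4 patterns below are differences in genes that the paper does not discuss as groups, each higher in the ADV group than in the LD group by camera and by fry. The lists were fixed before the data were examined. All tests of explanations for these 4 patterns were chosen after the results were seen. By camera with the correlation between genes estimated from the data, none of the 4 lists had an FDR under 0.05 (0.160 for the immediate early and the heat shock genes, 0.340 for the Schwann cell genes and 0.259 for the endothelial genes), so each call depends on how strongly the genes of a list are taken to move together.

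Immediate early genes had a median log2 fold change of 0.59 (23 of 28 listed genes tested, 13 of the 28 among the study's DEGs), and heat shock genes one of 0.36 (17 genes, 8 of them among the study's DEGs). The members outside the study's DEGs, a split that leaves out the genes that changed most, still had a camera FDR of 0.0436 for both. A GC content trend between the libraries is argued against as the whole cause, since the largest camera FDR of the immediate early, heat shock and Schwann cell lists was 6.06e-05 with the trend removed. Reads shared by the near-identical Hspa1a and Hspa1b do not explain the heat shock list, which had a camera p of 1.65e-06 and a fry p of 4.63e-04 without them. In the ADV group, the immediate early score followed the label numbers: the mean of mice 21, 25, 29 and 33 exceeded that of the other 12 ADV mice by 1.35 SD units (permutation test over the 4 classes of label numbers, p = 0.00225; Benjamini-Hochberg 0.0180 over 8 tests). Division by 4 was chosen after the values were seen, and over all 20 classes from division by 2 to 6 the permutation p was 0.00339. The heat shock score of the same mice was also higher (p = 0.0111; adjusted 0.0446). In the LD group, which was not used to choose the class, its 3 mice stood apart by 0.09 SD units (one-sided permutation p = 0.376). As the whole cause of the list's rise, a difference that follows this class in both groups is argued against, since without the class the immediate early list still had a camera FDR of 7.04e-05. The paper's text does not say what the number marks. Without this class in both groups, the log2 fold change of Fos was 0.57 (edgeR FDR 0.204), that of Atf3 1.31 (edgeR FDR 0.0851) and that of Otud1 0.56 (edgeR FDR 0.419), while Hspa1a (1.29, edgeR FDR 0.0357) and Hspa1b (1.38, edgeR FDR 0.0455) stayed under 0.05. The handling, order or hour of collection of the ADV mice, which may raise immediate early and heat shock transcripts within a short time, stays open, as does a biological effect of the ADV condition; neither was tested.

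Schwann cell genes had a median log2 fold change of 0.45 (camera, FDR 8.46e-04; fry, FDR 0.0393), from 9 of 13 listed genes tested; 5 of the 13 are among the study's DEGs. All 9 were higher in the ADV group, 1 had an edgeR FDR under 0.05 over all genes tested and 7 when adjusted over the list alone. A lower share of muscle fibers, which would raise the genes of every other cell type alike, is argued against, since the Schwann cell score rose relative to the fibroblast score (permutation p = 0.00258). Nerve collected with the muscle and a biological effect of the ADV condition on nerve both stay open.

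Endothelial genes had a median log2 fold change of 0.13 (camera, FDR 0.0148; fry, FDR 0.0128), with 8 of 11 genes higher in the ADV group and 3 with an edgeR FDR under 0.05. Eng had a log2 fold change of 0.38 (edgeR FDR 0.00537) and Emcn one of 0.27 (edgeR FDR 0.00945). A lower share of muscle fibers is argued against here too, by the rise relative to the fibroblast score (permutation p = 0.00365). With the GC content trend removed the median was 0.04 (camera, FDR 0.0347), and a GC content trend cannot be told apart from a change in endothelial genes, because the median fell while the list stayed past the threshold. Without the label numbers divisible by 4 the camera FDR was 0.0530.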

How the results depend on the processing

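The corrections for GC content and length, the removal of label classes (label numbers with the same remainder after division by 4) and the fit of 28 libraries without the block were chosen after the data were seen, as was leaving out each library for the gene lists; the other alternatives were not. Unless stated, the cause of a change was not tested.

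DEGs numbered 252 (174 upregulated, 78 downregulated). The count stayed within 1.5 times, from 236 to 313, with DESeq2, limma on log2(FPKM + 0.1), RLE size factors, library size alone, other filters or none, and counts summed per symbol; without a filter, 183 of the 259 calls were shared. limma on log2(FPKM + 0.1) lowered the downregulated DEGs to 50, and 78.8% of its calls were upregulated against 69.0% in the edgeR fit. limma on log2(FPKM + 1) gave 124 (105 up, 19 down; 84.7% upregulated), as a pseudocount shrinks the change of low genes. edgeR's test against a fold change of 1.3 gave 2 (1 up, 1 down), with 141 genes at an unadjusted p under 0.05, and no fold change limit gave 1301 (675 up, 626 down); both move by construction. With the clock score as a covariate there were 0 DEGs (0 up, 0 down), and 1782 genes had an unadjusted p under 0.05; the score differed between the groups (correlation 0.70 with group), and it is built from clock genes, so it takes up their own change. The GC content offset gave 167 (121 up, 46 down), of which 144 were shared with the 252, and the GC content and length offset gave 163 (117 up, 46 down), of which 139 were shared. Length alone gave 245. Leaving out label class 0 gave 27 (15 up, 12 down), class 1 gave 135 (100 up, 35 down), class 2 gave 361 (266 up, 95 down), and class 3 gave 199 (126 up, 73 down). Across the 30 fits that each left out one library, DEGs ranged from 190 to 302, upregulated ones from 125 to 208 and downregulated ones from 58 to 99.

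No library pairing is stated by the labels or the paper. The correlation of deviations between the 14 pairs of libraries with the same label number ranged from -0.26 to 0.43 (median 0.011, over 0.1 in 6). Pairs with different label numbers were not compared, so these values cannot tell whether libraries of the same number share more than the number. The replicate block gave 137 DEGs (94 up, 43 down), against 151 (104 up, 47 down) in the same 28 libraries without the block. With the block, a signed-rank test of Tnf had a p of 0.866 in the other direction, and the denervation list an FDR of 0.476 in the other direction; the edgeR FDR was 0.0780 for Ddit3 and 0.0610 for Atf4.

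Of the 15 plotted genes, 11 had a Wilcoxon p under 0.05. By edgeR and by DESeq2 adjusted over all genes, 7 did, by GC-corrected log2 CPM 7 and by edgeR with the GC content offset 6. Myod1, Myog, Myf6, Dll1, Tnfrsf12a and Ddit3 stayed under 0.05 in each of these and in TMM-normalized CPM, TPM and the permutation test. In the edgeR fit with the clock score as a covariate none of the 6 did, with FDRs from 0.115 for Tnfrsf12a to 0.375 for Myod1. All 6 stayed higher in the ADV group in that fit, with log2 fold changes from 0.23 for Myf6 to 1.19 for Tnfrsf12a. Without label class 0 the edgeR FDR was under 0.05 for Myog alone, and it was 0.101 for Myod1, 0.0689 for Myf6, 0.129 for Dll1, 0.0617 for Tnfrsf12a and 0.0952 for Ddit3. Dll1 had 0.0631 and Ddit3 0.102 without class 1, Myod1 0.0750 without class 2, and Ddit3 0.0555 without class 3 and 0.0650 with the GC content and length offset. Tnfsf12 had an FDR of 0.0836 by edgeR and 0.0743 by DESeq2, a p of 0.377 by GC-corrected log2 CPM and an FDR of 0.609 by edgeR with the GC content offset. Rela had, in that order, 0.239, 0.252, 0.854 and 0.799, the GC-corrected 2 in the other direction, and 0.179 by TPM and 0.0644 after adjustment over the 15 genes. For Nfkb1 the values were 0.0654, 0.0538, 0.525 and 0.491, and 0.0637 by TPM. The edgeR FDR of Nfkb1 was 0.0292 without label class 2, and 0.312, 0.225 and 0.204 without classes 0, 1 and 3. For Nfkb2 the values, in the order given for Nfkb1, were 0.212, 0.207, 0.448 and 0.898, and 0.0637 by TPM. Nfkb2 also had 0.0515 after adjustment over the 15 genes and 0.0576 by a permutation test of mean FPKM. Atf4 had an FDR of 0.0767 by edgeR with the GC content offset, 0.123 with the GC content and length offset, 0.175 without label class 0 and 0.130 without class 1. Tnfrsf1a reversed by GC-corrected log2 CPM (p = 0.759), and Tnfrsf1b by TPM (p = 0.984) and without LD mouse 32 (p = 0.983). Leaving out one library at a time, the number of genes under 0.05 ranged from 9 to 11, the p of Rela from 0.0172 to 0.0832, of Nfkb2 from 0.0105 to 0.0568, of Tnfsf12 from 0.00790 to 0.0448 and of Tnfrsf1b from 0.589 to 1.0.

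Of the 15 gene lists, 10 had a camera FDR under 0.05 and 8 a fry FDR under 0.05. Under fry the slow fiber, adipocyte and leukocyte lists were no longer called and the regeneration list was. With an estimated correlation 0 lists were called, 4 having an unadjusted p under 0.05, and with members outside the study's DEGs, which leaves out the genes that changed most, 4 were. The atrophy list reversed without label class 0 (FDR 0.675), without class 1 (0.582) and without LD mouse 33 (0.843), in a range from 0.477 to 0.987 over the fits without one library. The denervation list reversed without label class 0 (0.548), without class 3 (0.793), without LD mouse 31 (0.568) or 33 (0.476) and without ADV mouse 27 (0.79); its range without one library was 0.336 to 0.79, and both medians were near 0. The leukocyte list lost its call without any one of 7 mice, with an FDR of up to 0.181 without LD mouse 33. Leaving out one library at a time, 9 to 11 lists were called. Apart from those fits, 26 list results became weaker and 3 stronger in all alternatives together. Of the 5 largest rises and 5 largest falls, Igkc reversed with the clock score (log2 fold change 0.31). Apart from the fits without one library, 54 other results became weaker in all alternatives together.

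Of the TNFα core genes, 24 were called, 26 by DESeq2, 16 with the GC content offset, and 2, 4, 31 and 16 without label class 0, 1, 2 and 3. Of the genes listed under the 4 Gene Ontology terms, 37 were called, 44 by DESeq2, 28 with the GC content offset, and 5, 14, 35 and 24 without those classes. The clock score was related by Spearman's rho with a Benjamini-Hochberg value under 0.05 in 2 of 14 relations, and also in 2 when Bmal1 and Dbp alone gave the score. With a mean of 1.7 reads, Tnf allows no statement on its change.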

Differences from the paper's values

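No value differed from the paper's by more than 1.5 times in the tests set as the main ones. The paper's 304 DEGs stand against 252 by edgeR; DESeq2 with the paper's thresholds called 307, which include all 304 genes of Supplementary Table 1, as well as Fabp5, Hrct1 and Sfrp5. Of the 304, 53 were not called by edgeR and were called by DESeq2. The Wilcoxon p-values of the plotted genes were each within rounding of those in the paper's figures, apart from Myf6 and Tnfrsf12a, whose figure values were not entered in the comparison.

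The paper describes Tnfsf12, Rela, Nfkb1 and Nfkb2 as higher in the ADV group, as they were by the Wilcoxon test on FPKM without adjustment. edgeR over all genes gave FDRs of 0.0836, 0.239, 0.0654 and 0.212, and DESeq2, the tool used in the paper for its DEGs, gave 0.0743, 0.252, 0.0538 and 0.207. By the Wilcoxon test on TMM-normalized CPM all 4 had a p under 0.05.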

Other observations

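The splits of the libraries and the tests on adipocyte, slow fiber and clock genes were set before their results were seen; the tests on GC content were chosen after.

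Of 100 splits of the 30 libraries into groups of 14 and 16, 1, the real one, gave as many as 252 DEGs. The median of the other splits was 0, the highest gave 64, and 96 gave none, so a random grouping is argued against as the origin of the DEGs.

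The log2 fold changes followed the GC content of the transcripts (Spearman's rho 0.47 across 12013 genes with a GC content value, which are not independent replicates). Within libraries, the correlation of each library's deviation with GC content was -0.21 ± 0.18 (mean ± SD, n = 14) in the LD group and 0.11 ± 0.25 (n = 16) in the ADV group (permutation test, p = 5.80e-04). Such a trend can arise in library preparation, and a biological change in genes of high GC content would look alike and would also be removed by the correction. As the whole cause of the DEGs it is argued against, since 144 of the 252 were still called after its removal. The same holds for the rise of Tnfrsf12a, Myod1, Myog and Dll1, whose largest edgeR FDR was 0.0422 after its removal, that of Myod1, which is close to the threshold. For the smaller rises of Tnfsf12, Rela, Nfkb1 and Nfkb2, the smallest Wilcoxon p of the 4 genes was 0.377 after its removal, in line with a GC content trend as a candidate explanation. Among genes of similar GC content and expression, the log2 fold change of Tnfsf12 was at percentile 68.5, that of Rela at 45.3, that of Nfkb1 at 72.3 and that of Nfkb2 at 59.1, against 99.6 for Tnfrsf12a and 98.9 for Myod1. The share of reads on exons, which differed between the groups, was related to the GC content correlation in ADV mice (Pearson's r 0.561, permutation p = 0.0184; Spearman's rho 0.376, p = 0.150), but r was 0.042 without the 2 mice farthest from the median, so the relation rests on those; in LD mice r was -0.056 (p = 0.849) and rho -0.081 (p = 0.785). These are 2 groups tested, and no batch is named by the labels or the paper's text.

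Adipocyte genes had a median log2 fold change of 0.37 (14 genes, 4 of them among the study's DEGs; camera, FDR 0.00973; fry, FDR 0.0614). The abundant adipocyte genes Adipoq, Cfd, Fabp4 and Plin1 had a median of 0.44, all 4 were higher in the ADV group and they moved together within groups (median correlation 0.763), but camera gave a p of 0.163 and fry one of 0.186. Fabp4 rose from 172 ± 29.1 to 225 ± 61.1 FPKM (edgeR FDR 0.0231), while Adipoq, Cfd and Plin1 did not differ beyond the spread between mice. Adipose tissue collected with the muscle therefore cannot be told apart from a change in the muscle's own fat cells. Whether the rise of Fabp4 came from fat cells at all was not tested.

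Slow fiber genes had a median log2 fold change of 0.45, with 11 of 11 genes higher in the ADV group. Fast fiber genes had a median of -0.05 (camera, FDR 0.464). For the Hallmark myogenesis core genes, of which 7 of 46 are on the slow fiber list, a larger share of slow fibers in the collected muscle cannot be told apart from other causes, because camera called the slow fiber list (FDR 0.00756) and fry did not (FDR 0.139). A change of fiber type under the ADV condition stays open.

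With the clock score as a covariate, Myod1 had an edgeR FDR of 0.375. The score lay between -3.08 and 1.01 in LD mice and between -1.27 and 1.98 in ADV mice, and its standard error for Myod1 rose from 0.19 to 0.27, so a shift of the muscle clock between the groups at collection cannot be told apart from other causes of the difference in Myod1. Within the groups, Myod1 did not follow the score (LD mice: Pearson's r 0.141, permutation p = 0.631, Spearman's rho 0.090, p = 0.758; ADV mice: r 0.306, p = 0.257, rho 0.188, p = 0.484). Of 14 such relations, 2 had a Benjamini-Hochberg value under 0.05 by Spearman's rho, both in LD mice: Dll1 (rho 0.754, p = 0.00267, adjusted 0.0356; r 0.638, p = 0.0139, adjusted 0.0976; r 0.635 without the 2 mice farthest from the median) and Hspa1b (rho 0.714, p = 0.00509, adjusted 0.0356; r 0.711, p = 0.00447, adjusted 0.0626; r 0.682 without those mice). In ADV mice, rho with the score was 0.044 for Dll1 (p = 0.874) and -0.350 for Hspa1b (p = 0.183). Against the label number, the score had an r of -0.509 in LD mice (permutation p = 0.0656, adjusted 0.184). In ADV mice this r was 0.486 (p = 0.0505, adjusted 0.184). Without the 2 mice farthest from the median, r was -0.841 in LD mice and 0.090 in ADV mice. Whether the relations to Dll1, Hspa1b and the label number differ between the groups was not tested.

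The remaining lists gave no call that held under both camera and fry, apart from the clock lists and the integrated stress list. The integrated stress list lost its call in 5 alternatives. Neither it nor the clock lists were called by camera with the correlation estimated from the data. Genes of the morning clock had a median of 0.43 (camera, FDR 5.12e-04; fry, FDR 3.03e-04). Leukocyte genes had a median of -0.29 (camera, FDR 0.0300; fry, FDR 0.255), fibroblast genes one of -0.09 (camera, FDR 0.0901) and denervation genes one of 0.02 (camera, FDR 0.464).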
